# Targeting Clic1 for the treatment of obesity: A novel therapeutic strategy to reduce food intake and body weight

**DOI:** 10.1016/j.molmet.2023.101794

**Published:** 2023-08-20

**Authors:** Rizaldy C. Zapata, Dinghong Zhang, Dongmin Yoon, Chanond A. Nasamran, Daisy R. Chilin-Fuentes, Avraham Libster, Besma S. Chaudry, Mariela Lopez-Valencia, Devasena Ponnalagu, Harpreet Singh, Michael Petrascheck, Olivia Osborn

**Keywords:** Obesity, Food intake, Clic1, Hyperphagia, Body weight regulation

## Abstract

**Objective:**

Despite great advances in obesity therapeutics in recent years, there is still a need to identify additional therapeutic targets for the treatment of this disease. We previously discovered a signature of genes, including Chloride intracellular channel 1 (Clic1), whose expression was associated with drug-induced weight gain, and in these studies, we assess the effect of Clic1 inhibition on food intake and body weight in mice.

**Methods:**

We studied the impact of Clic1 inhibition in mouse models of binge-eating, diet-induced obese mice and genetic models of obesity (Magel2 KO mice).

**Results:**

Clic1 knockout (KO) mice ate significantly less and had a lower body weight than WT littermates when either fed chow or high fat diet. Furthermore, pharmacological inhibition of Clic1 in diet-induced obese mice resulted in suppression of food intake and promoted highly efficacious weight loss. Clic1 inhibition also reduced food intake in binge-eating models and hyperphagic Magel2 KO mice. We observed that chronic obesity resulted in a significant change in subcellular localization of Clic1 with an increased ratio of Clic1 in the membrane in the obese state. These observations provide a novel therapeutic strategy to block Clic1 translocation as a potential mechanism to reduce food intake and lower body weight.

**Conclusions:**

These studies attribute a novel role of Clic1 as a driver of food intake and overconsumption. In summary, we have identified hypothalamic expression of *Clic1* plays a key role in food intake, providing a novel therapeutic target to treat overconsumption that is the root cause of modern obesity.

## Highlights

• Clic1 is expressed in the hypothalamus.
• Clic1 knockout mice eat less and weigh less than littermate controls.
• Clic1 inhibition reduces food intake and induces weight loss in obese mice.

## 1 Introduction

Modern-day human eating behavior is characterized by continuous availability and overconsumption of energy-rich food which are key drivers of the obesity epidemic. Over one-third of US adults are obese [1] causing a formidable socioeconomic challenge and widely impacting public health [2]. Despite great advances in efficacious pharmacotherapy for obesity in recent years, there is still a general lack of understanding of the basic biological mechanisms that contribute to obesity and a need to identify additional therapeutic targets [3]. Using a multispecies approach, originating with a screen in *Caenorhabditis elegans*, we previously discovered a signature of genes, including Chloride intracellular channel 1 (Clic1), whose expression was associated with drug-induced weight gain [4]. Interestingly, antipsychotic drugs drive a rapid change in food intake, in both rodents [[4], [5], [6], [7]] and humans [8,9], but the underlying pathways driving this side effect are largely unknown [[10], [11], [12], [13]]. We hypothesized that pathways contributing to hyperphagia and weight gain could be targeted in the reverse direction to stimulate reduction in food intake and drive weight loss. Clic1, a 241 amino acid protein, exhibits a dual nature, existing in two distinct forms: a soluble enzymatic form and a membrane-associated ion channel form [14]. The reversible transformation from the soluble, predominant glutathione-S transferase (GST)-like structure [15] to that of an integral membrane protein form [16] is prompted by various stimuli including alterations in cellular pH and oxidative stress [[17], [18], [19]]. This translocation phenomenon has been observed in diverse cell types, such as endothelial cells [20,21] and microglia [22,23]. Importantly, the Clic1 inhibitor, IAA94, functionally inhibits Clic1 by preventing translocation to the transmembrane region, and Clic1 remains predominantly in the cytoplasmic compartment [21,24]. Therefore, a crucial aspect of Clic1's function lies in the subcellular localization [25]. Previous studies have identified that whole body Clic1 KO mice, are leaner than WT controls in their early development (age 3–11 weeks of age) [26]. In these studies, we investigate the role of Clic1 in food intake, weight gain and the investigate the impact of Clic1 inhibition as a potential treatment for obesity and metabolic health.

## 2 Methods

### 2.1 In vitro studies in hypothalamic cells

Adult mouse hypothalamic cell line (mHypoA-59, CLU468 cells, Cedarlane) were cultured as previously described. Briefly, cells were grown and maintained in high-glucose, pyruvate-free DMEM supplemented with 10% fetal bovine serum, l-glutamine (Cat. 25030081, Gibco, NY), and 10 u/ml of penicillin and 10 μg/ml of streptomycin (Cat. 15149-122, Gibco) of in a 5% CO_2_ environment. Cells were ‘fasted’ for 8 h using the same growth media but devoid of fetal bovine serum, with or without IAA94 (40 μM).

### 2.2 Gene expression

RNA was extracted, converted to cDNA and relative expression analyzed by qPCR. Gene expression was calculated after normalization to the housekeeping gene *Hprt1 and Pgk1* using the Δ^ΔCt^ method. Gene expression was calculated relative to experimental controls. Primer sequences used to measure gene expression are detailed in Supplemental Table 1.

### 2.3 Clic1 localization studies

Cytoplasmic and membrane-bound hypothalamic proteins from lean and obese mice fed with 60% high-fat diet for 8 weeks were isolated using ProteoExtract Native Protein kit (444810, Calbiochem) as recommended by the manufacturer. Proteins (20 μg) were fractionated in 4–15% Mini PROTEAN TGX acrylamide gels, transferred to PVDF, blocked with 5% BSA, incubated with the primary antibody overnight and secondary antibody for 60 min before detection using ECL. Band intensities where quantified using densitometer in ImageLab. The following antibodies were used: anti-Clic1 (1:100, sc-81873, Santa Cruz Biotechnology), anti-beta actin (1:2000, 3700, Cell Signaling), anti-Na^+^, K^+^-ATPase (1:1000, 3010, Cell Signaling), anti-mouse IgG (1:4000, 115035003, Jackson Immunoresearch), anti-rabbit IgG (1:4000, NA934V, GE Healthcare).

### 2.4 Acute fasting and re-feeding studies

All mice studies were approved by UCSD IACUC. WT C57BL/6 mice (stock #000664) were purchased from Jackson labs at 9 weeks of age. At 12 weeks of age, mice were fasted for 23 h and then re-fed for one hour before sacrificed. Hypothalami were dissected, frozen and later analyzed for gene expression studies.

### 2.5 Clic1 KO mice studies

We obtained the whole body Clic1 knockout (KO) mice, on a CD-1 background, from Prof. John C. Edwards, St Louis University [26]. KO mice and respective WT littermate controls were fed normal chow. The food novelty test was conducted in a similar way as previously described [27]. In brief, mice have a natural phobia to novelty, therefore, when WT mice are exposed to a novel pellet of highly palatable food, they have to overcome this phobia to consume the novel food and this partially models their drive, (or lack of motivation) to consume palatable food. During the 3-day experiment, food was withdrawn from 9-week chow fed mice 2 h before the onset of the dark period. A pellet of 45% high fat diet, HFD (D12451, Research Diets) was introduced to the food hoppers at the onset of the dark period and were removed and replaced with chow diet after 20 min. Glucose tolerance test was conducted as described previously [28,29]. In brief, mice were fasted for 6 h, injected IP with glucose (1 g/kg, Hospira, Lake Forest, IL) and blood drawn at 0, 10, 30, 60, 90, and 120 min after the injection for blood glucose determination using an Easy Step blood glucose monitor (Home Aid Diagnostics Inc, FL). Plasma insulin was measured in the fasted and 10 min blood sample using 900-MPMI-02 (Alpco, NH).

In a second cohort, male WT and Clic1 KO mice were acclimated for 3 days in metabolic chambers (Promethion, Sable Systems, NV). Food intake, body weight, respiratory gas exchange and activity were measured in the next 7 days. Data was organized using ExpeData macros 1 and 13. Energy expenditure was normalized by body weight.

Indanyloxyacetic acid-94 (IAA94, HY-12693, Medchem Express) is a chloride intracellular channel blocker. To assess whether IAA94s hypophagic property is mediated though its inhibitory action against Clic1, we administered IAA94 to chow-fed WT and KO mice at 12 weeks of age by intraperitoneal (IP) injection, at a dose of 10 mg/kg, and food intake measured over the next 24 h.

### 2.6 Binge eating studies

The experiment was conducted as previously described [30]. WT mice were divided into one of 4 experimental groups; ‘Continuous’ (C-Veh or C-IAA94) and ‘intermittent’ (I-Veh or I-IAA94), (n = 5/group) ‘Continuous’ groups had *ad libitum* access to high fat diet (HFD) (DS12492, 60% calories from fat) throughout the study. The ‘intermittent’ groups received an initial 48 h acclimation to HFD after which the HFD was removed for 5 days and only the NC was available *ad libitum*. The HFD was then presented back to the mice for a short 2.5-h period and food intake measured.

### 2.7 RNA sequencing

RNA from the hypothalamus of WT and KO mice was isolated using RNeasy Lipid tissue kit (Qiagen, 74804) according to the manufacturer's recommended protocol. RNA sequencing was conducted at UCSD Genomic Core. RNA quality and concentration were evaluated using Tapestation and samples with a RIN score of more than 8.0 underwent library preparation and RNA sequencing using Novaseq S4. Quality control of the raw fastq files was performed using the software tool FastQC v0.11.8. [31]. Sequencing reads were trimmed with Trimmomatic v0.38 [32] and aligned to the mouse genome (GRCm38p6 [33]) using the STAR aligner v2.5.1a [34]. Read quantification was performed with RSEM [35] v1.3.0 and the Ensembl release 98 annotation [36]. The R BioConductor packages edgeR [37] and limma [38] were used to implement the limma-voom9 method for differential expression analysis. In brief, lowly expressed genes—those not having counts per million (cpm) ≥ 1 in at least 5 of the samples—were filtered out and then trimmed mean of M-values (TMM) [39] normalization was applied. The experimental design was modeled upon condition (∼0 + condition). The voom method was employed to model the mean–variance relationship in the log-cpm values, after which lmFit was used to fit per-gene linear models and empirical Bayes moderation was applied with the eBayes function. Significance was defined by using an adjusted *p*-value cut-off of 0.05 after multiple testing correction [40] using a moderated t-statistic in limma. Functional enrichment of the differentially expressed genes was performed using WebGestalt [41] (including GSEA [42]), GSVA [43], SPIA [44], and fgsea [45].

### 2.8 Investigation of dose dependent effect of IAA94 and comparison with Liraglutide treatment alone, or combination of Liraglutide and IAA94 on weight loss

Male C57BL6 mice, age 10 weeks, were fed 60% HFD (DS12492, Research Diets) for 8 weeks. At 18 weeks of age, mice were randomly divided into five groups, (1) Vehicle (n = 9), (2) Low dose IAA94 (n = 7, 10 mg/kg, MedChem Express, HY-12693), (3) High dose IAA94 (n = 8, 50 mg/kg), (4) Liraglutide (n = 6, 0.4 mg/kg [46,47], SelleckChem, NN2211) and (5) Liraglutide + High dose IAA94 (n = 5). All drugs were resuspended in vehicle (Saline + 4% DMSO, 10% Tween 80). At day 8, mice were placed in metabolic chambers (Promethion, Sable Systems, NV) in two staggered cohorts where daily food intake, body weight, oxygen consumption, carbon dioxide production, energy expenditure, activity and respiratory exchange ratio (RQ) were measured at 5 min intervals throughout the daily light and dark cycle, for 7 days. Fat mass and lean mass were determined by Echo MRI analysis at the end of the study. Plasma levels of ALT (EBC-K235, Elabscience) were determined according to manufacturers' instructions.

### 2.9 Magel2 KO mice studies

Magel2 KO mice recapitulates some aspects of Prader–Willi syndrome. Male Magel2 KO mice and wildtype littermates were provided courtesy of Dr. Marcelo Dietrich, Yale University. After 7 days of acclimation, mice were injected daily with either vehicle or IAA94 (IP) for 9 days. Food intake, weight gain and gonadal adipose tissue weights were measured.

### 2.10 Psychiatric behavioral analysis

Marble burying is performed as previously described to assess compulsive behavior. Standard polycarbonate rat cages were used with fresh bedding for every mouse. Glass toy marbles were placed on the surface of the bedding in a 4 across and 5 down pattern. The mouse was placed into a corner of the cage and covered with the filter-top lid on the cage. The mouse was allowed to remain undisturbed in the cage for 30 min. The marble is considered buried if two-thirds of its surface is covered with bedding.

Forced swim test was conducted using published protocols to evaluate depression-like behavior. 5L glass beaker was filled with tap water set at room temperature up to the 3.5L mark. The videorecorder was started before the mouse was gently lowered in to the water. The mouse was allowed to swim for 6 min. The mouse was then dried and returned to its home cage. A total of 4 mice were studied in each session, with beakers separated by black dividers. Three independent investigators evaluated the time the mice were mobile and immobile during last 4 min of the test. Mobility is defined as any movements other than those necessary to balance the body and keep the head above the water. Increased immobility is an indication of depression-like behavior.

Elevated plus maze was conducted using published protocols to assess anxiety-like behavior. The apparatus used was in a + configuration which comprised of two open arms (25 × 5 cm) across from each other and perpendicular to two closed arms (25 × 5 cm) with a center platform (5 × 5 cm). The closed arm was equipped with 10 cm walls. The apparatus stood 50 cm above the floor. The test was conducted in a room with 100 lux light. The mouse was placed in the center area and was allowed to roam around the maze for 5 min. The experiment was recorded using a video camera which was analyzed by 3 independent investigators for number of exits to and the time spent in the open field.

## 3 Results

### 3.1 Fasting induces increased expression of Clic1 in the arcuate nucleus

We recently identified a gene signature that was specifically associated with antipsychotic-induced hyperphagia which includes *Clic1* [4]. Hypothalamic expression of *Clic1* was significantly elevated in olanzapine-treated mice, and expression reduced by co-treatment with an adjuvant drug, minocycline, that lowered food intake (Figure 1A). To determine if hypothalamic expression of *Clic1* had a broader role in food intake, beyond antipsychotic-induced hyperphagia, we then measured its expression in response to fasting and re-feeding in mice. We found *Clic1* expression was significantly elevated in response to fasting and returned to basal levels one hour after re-feeding (Figure 1B). We then used cell type specific transcriptomics data [48] to determine expression levels of *Clic1* in two key neuronal populations in the arcuate nucleus (ARC) that play a key role in food intake. Notably, the ARC senses and integrates peripheral energy signals [49], such as blood glucose concentration, ghrelin, leptin and insulin [50]. *Clic1* is expressed at a low level in both orexigenic Neuropeptide Y (Npy)/Agouti-related peptide (Agrp) and anorexigenic proopiomelanocortin (Pomc) neurons but is potently and specifically elevated in Npy/Agrp neurons in response to fasting (Figure 1C).

**Figure 1:**
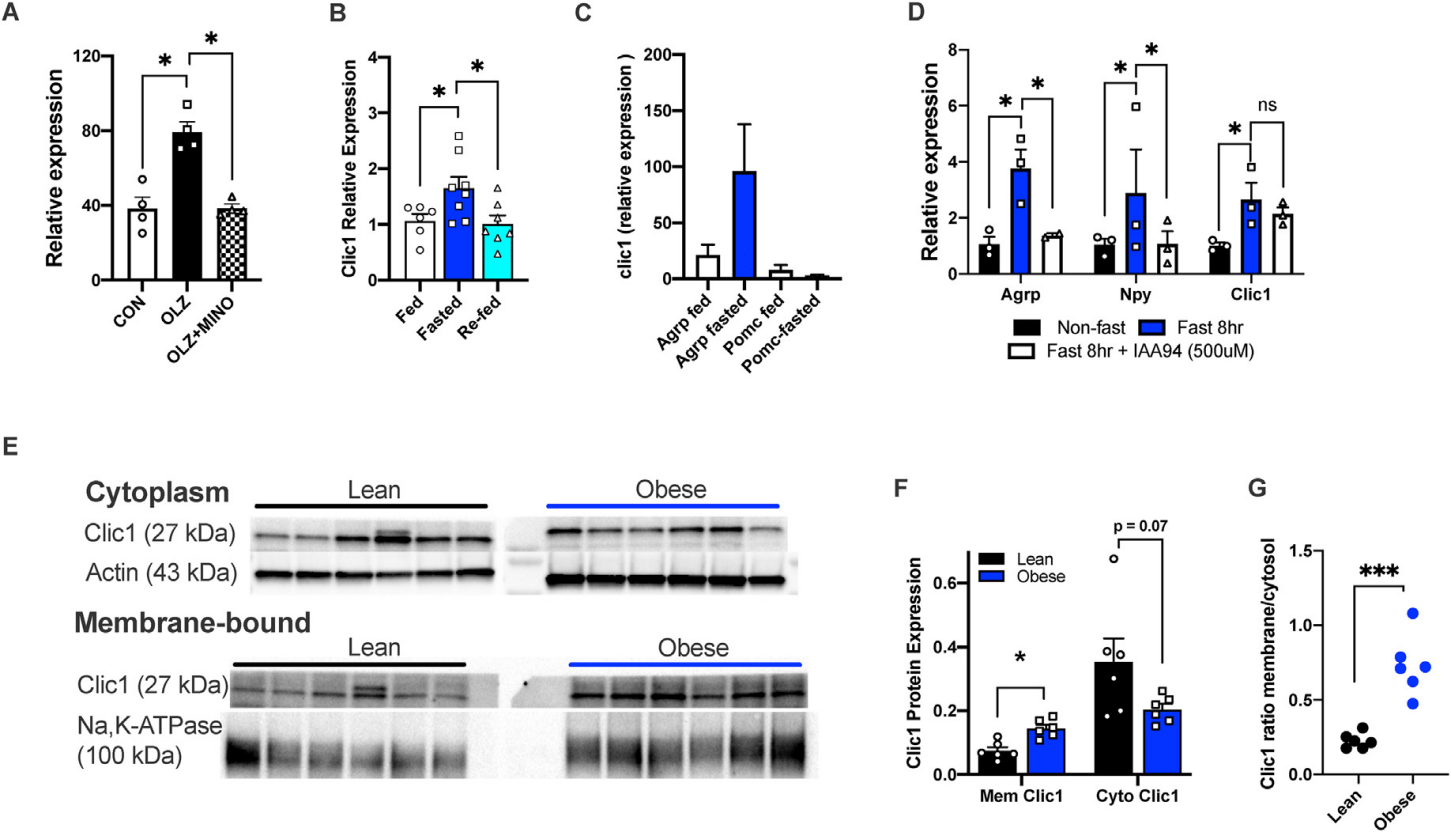
**Hypothalamic Expression of *Clic1*.A.** Hypothalamic expression of *clic1* in control, OLZ and OLZ + minocycline (MINO) treated mice (n = 4/group) determined from RNA seq studies (GSE119772) [4]. **B**. Hypothalamic expression of *Clic1* in *ad libitum* fed, 24 h fasted and 23 h fasted mice and then re-fed for 1 h (n = 6–8 per group) determined by quantitative PCR. **C**. Expression of *Clic1* in Agrp and Pomc neurons, using RNA seq data from Henry et al., 2015, (GSE93374) [48]. **D.***Clic1*, *Npy* and *Agrp* expression in non-fasted, 8-h fasted, and 8-h fasted + IAA94 treated hypothalamic cells (HypoA-59, n = 3/group). **E–F.** Immunoblots and densinometric quantification of Clic1 membrane (Mem) and cytosolic (Cyto) localization in the hypothalamus of lean and obese mice (n = 6/group) and **G.** ratio of membrane and cytosolic Clic1. A, B, D, ∗*p* < 0.05 One-way ANOVA followed by Two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli with 0.05 FDR. F. ∗*p* < 0.05 Two-way ANOVA followed by Two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli with 0.05 FDR. G. ∗∗∗*p* < 0.01 Student's t-test.

### 3.2 Obesity results in an increase proportion of hypothalamic Clic1 localized to the membrane

Clic1 is a particularly unusual protein as it exists in both soluble (enzymatic form) and membrane-associated (ion channel) forms, thus, localization is a key element of Clic1 function [25]. Importantly, in endothelial cells [21] and cancer models [51], Clic1 inhibitor, Indanyloxyacetic acid (IAA) has been shown to functionally inhibit Clic1 by preventing translocation to the transmembrane region, and Clic1 remains predominantly in the cytoplasmic compartment [21]. To further understand the role of Clic1 in the hypothalamus, we conducted a series of experiments in an adult mouse hypothalamic cells line (mHypoA). These cells express Clic1 as well as the pro-feeding neuropeptides Npy and Agrp (Figure 1D). In a similar way observed in mouse hypothalamus, simulation of the fasted state, by nutrient depletion, resulted in increased expression of *Clic1*, as well as Npy and Agrp (Figure 1D). Importantly, IAA94 treatment blocked the fasting-induced increase in expression of *Npy*. In addition, IAA94 did not significantly reduce expression levels of Clic1 (Figure 1D) as IAA94 functionally inhibits Clic1 by preventing translocation to the transmembrane region [21,24]. Next, we determined if chronic obesity impacts Clic1 cellular localization, by studying hypothalamic samples from lean and obese mice. Chronic obesity resulted in an increase proportion of hypothalamic Clic1 localized to the membrane and lowered proportions in the cytoplasm compared with samples from lean mice (Figure 1E–G). Antibody specificity to Clic1 is confirmed by western blot (Supplemental Figure 1).

### 3.3 Clic1 KO mice eat less and weight less than WT littermates

We next studied the effect whole body Clic1 deletion on food intake, body weight and glucose homeostasis. Clic1 KO mice fed normal chow ate significantly less (Figure 2A) and weighed less (Figure 2B) than their WT littermates. In addition, when given access to highly palatable 45% HFD for 20 min per day, Clic1 KO mice showed less ‘motivation’ to overcome their innate fear of novelty and ate less HFD during this limited exposure time compared with their WT littermates (Figure 2C) suggesting Clic1 KO resulted in less motivation to consume calorically dense food. Clic1 KO mice were then placed in metabolic chambers to determine the impact of Clic1 ablation on energy homeostasis (Figure 2D and E). Clic1 KO mice displayed similar levels of energy expenditure (Figure 2D) and had no differences in respiratory quotient (Figure 2E) compared with WT littermates, suggesting the lower body weight was attributable to lower food intake. Clic1 KO mice also had increased lean mass and decreased fat mass, relative to their body weights (Figure 2F). Glucose tolerance tests in normal chow fed mice revealed similar levels of glucose tolerance (Figure 2G), with lower levels of insulin in KO mice, indicative of improved insulin sensitivity in the Clic1 KO compared with WT (Figure 2H).

**Figure 2:**
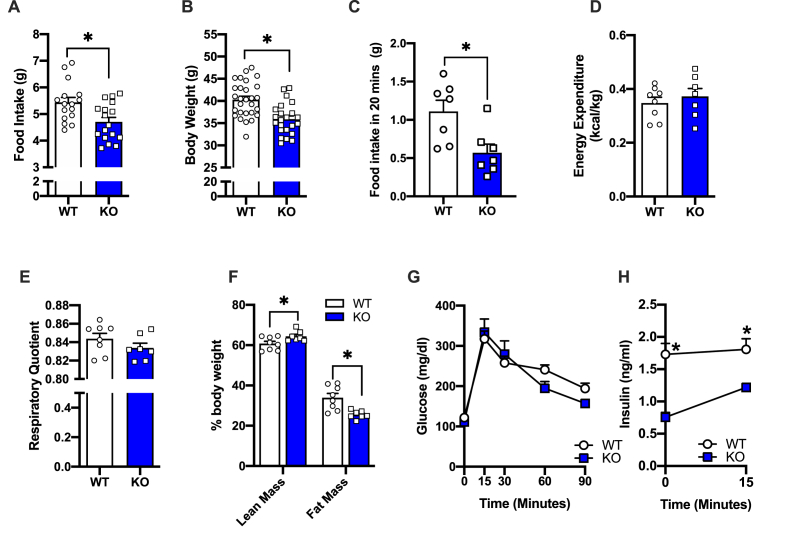
**Whole body knockout of *Clic1* is associated with lower food intake and body weight**. **A**. daily food intake (n = 7–8/group) **B.** Body weight (n = 7–8/group), **C.** Food novelty test, average daily consumption of 45% HFD when administered for 20 min per day (n = 7–8/group). **D.** Energy expenditure (n = 7–8/group), **F.** Respiratory quotient (n = 7–8/group), **F.** Average lean mass and fat mass (n = 7–8/group), **G.** Glucose tolerance (n = 7/group), **H.** Glucose stimulated insulin levels (n = 7/group). A–F ∗*p* < 0.05 Students t-test, G–H ∗*p* < 0.05, repeated measures ANOVA followed by Two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli with 0.05 FDR.

### 3.4 Inhibition of food intake by IAA94 is specifically mediated through Clic1

To determine if pharmacological inhibition of Clic1 could affect food intake, we fasted mice and then treated with IAA94 before re-feeding. IAA94 has been widely used a potent inhibitor of Clic1 in many preclinical studies [[51], [52], [53]]. In fasted WT mice, IAA94 treatment significantly blunted 24hr food intake when mice were re-fed compared with vehicle treated controls. Importantly, when IAA94 was administered to Clic1 KO mice, there was no effect on fasting-induced re-feeding, proving that IAA94's effects on food intake are specifically mediated through Clic1 rather than other members of the Clic protein family (Figure 3A and B). To further explore the role of Clic1 in food intake in broader translation models of eating disorders, we tested whether IAA94 treatment impacted binge-eating in mice [30]. When mice were given intermittent access to HFD, they consumed significantly more of the palatable HFD than when it was continuously available. However, when IAA94 is administered prior to intermittent HFD exposure, this significantly lowered the amount of food that was consumed during this ‘binge eating’ period (Figure 3C).

**Figure 3:**
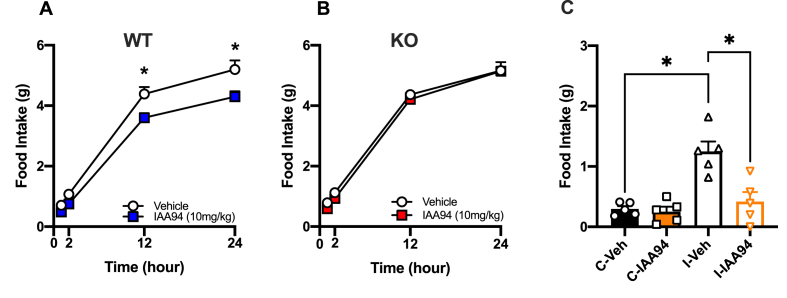
**IAA94 mediated reduction in food intake is mediated via Clic1**. Male (**A**) WT mice and (**B**) Clic1 KO were fasted for 23 h and then injected once with IAA94 (10 mg/kg) or vehicle (VEH) before being re-fed with normal chow and then food intake measured 24 h after re-feeding (n = 9–10/group). **C**. Food intake measured in WT mice during binge eating study (n = 5/group). WT mice were divided into one of 4 experimental groups; ‘Continuous’ (C-Veh or C-IAA94) and ‘intermittent’ (I-Veh or I-IAA94), ‘Continuous’ groups had *ad libitum* access to HFD throughout the study. The ‘intermittent’ groups received an initial 48-h acclimation to HFD followed by 5 days of access to NC only, before the HFD was then presented back to the mice for a short 2.5-h period and food intake measured. A–B ∗*p* < 0.05, repeated measures ANOVA, C. ∗*p* < 0.05, two-way ANOVA followed by Two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli with 0.05 FDR.

### 3.5 Clic1 inhibition has a dose-dependent effect on reducing body weight and has an additional effect on weight loss when given in combination with GLP-1 agonist, Liraglutide

To test whether Clic1 inhibition could reduce food intake and induce weight loss in the context of obesity, we administered IAA94 to diet-induced obese mice. Chronic treatment with IAA94 resulted in a dose-dependent reduction in food intake (Figure 4A) and body weight (Figure 4B and C). IAA94-induced reduction in body weight was attributed to a significant reduction in fat mass with no significant changes in lean mass in all groups, compared with vehicle treatment (Supplemental Figure 2A and B). IAA94 treatment at a dose of 50 mg/kg resulted in slightly greater weight loss than liraglutide, and importantly combination treatment of Liraglutide and IAA94 (50 mg/kg) induced greater weight loss than either drug alone (Figure 4B and C). No significant differences in energy expenditure (Figure 4D) or activity (Figure 4E) were observed, further suggesting Clic1 inhibition drives weight loss due by reducing food intake. IAA94 treatment did not impact respiratory quotient while liraglutide treatment resulted in slightly lower respiratory quotient levels indicative of a mild increase in fat oxidation rather than utilization of carbohydrate as a fuel source. IAA94 (50 mg/kg) alone or in combination with Liraglutide also significantly improved glucose tolerance compared with vehicle (Figure 1G and H) as a likely secondary effect to the lower body weight (Figure 1B and C). Importantly, IAA94 did not change Alanine transaminase (ALT) enzymatic activity, which is a marker of hepatocyte injury and toxicity, and in fact, IAA94 resulted in a trend in lower levels of ALT (Supplemental Figure 2C).

**Figure 4:**
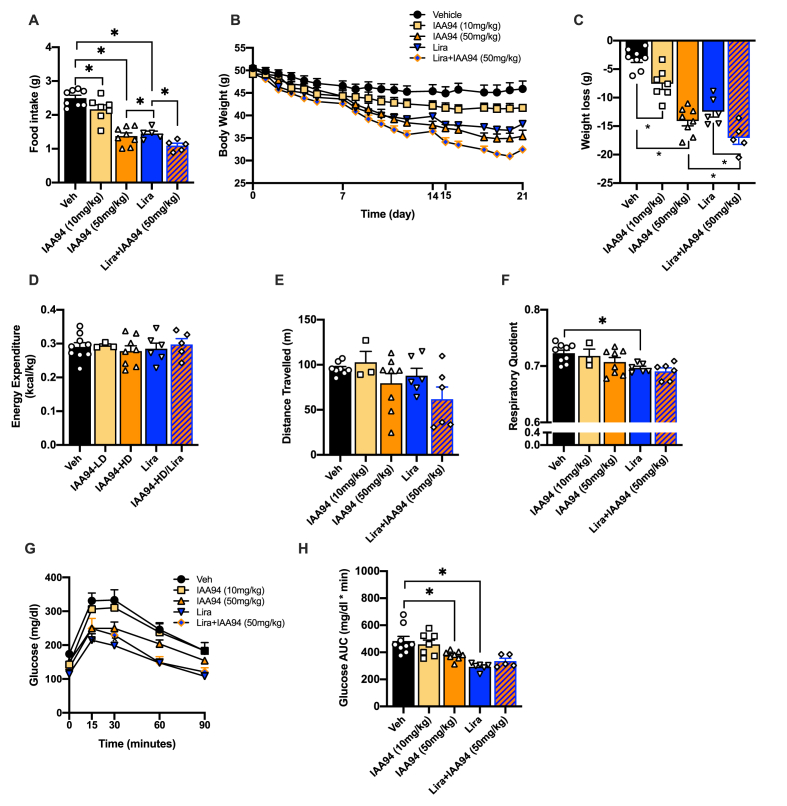
**Clic1 inhibition has a dose dependent effect on reducing body weight and has an additional effect on weight loss when given in combination with GLP-1 agonist, Liraglutide**. **A.** average daily food intake, **B.** weight loss, **C.** % weight loss, **D.** Energy expenditure, **E.** Activity, **F.** Respiratory Quotient, **G.** Glucose tolerance test, **H.** Area under the curve of GTT of HFD-fed obese mice treated with Vehicle (n = 9), IAA94 50 mg/kg (n = 8), IAA94 10 mg/kg (n = 7), Lira (n = 6), combo [IAA94 50 mg/kg + Lira] (n = 6) for 21 days. Metabolic chamber analysis was conducted during days 8–15 of treatment. A, C–F, H ∗*p* < 0.05 One-way ANOVA followed by Two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli with 0.05 FDR. B, G ∗*p* < 0.05, repeated measures ANOVA.

### 3.6 Clic1 inhibition reduces hyperphagia and weight gain in mouse model of Prader–Willi syndrome

To explore the broader potential of Clic1 inhibition in genetic models of obesity, we tested the effect of IAA94 in the Magel2 KO mouse model of Prader–Willi syndrome [54]. As previously described, HFD feeding of Magel2 KO mice resulted in hyperphagia and weight gain [54] (Figure 5A and B). Magel2 KO mice were fed HFD at 18 weeks of age and treated with IAA94 (10 mg/kg) or vehicle. Treatment with IAA94 significantly reduced food intake (Figure 5A) and prevented body weight gain in Magel2 KO mice (Figure 5B, Supplemental Figure 3). In addition, IAA94 treatment resulted in lower epididymal fat mass compared with vehicle treated control mice (Figure 5C).

**Figure 5:**
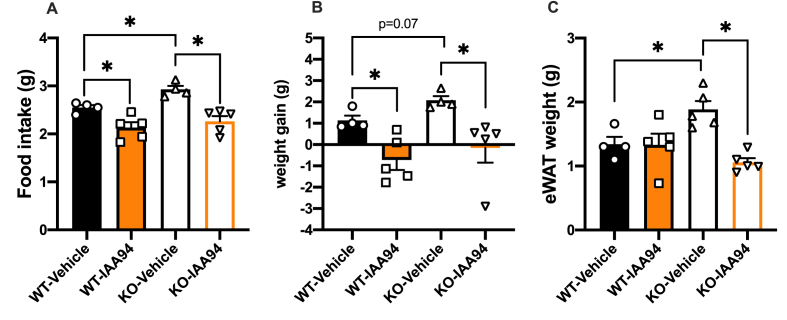
**Magel2 KO mice**. **A**. Average daily food intake, **B**. weight change and **C**. epididymal white adipose tissue weight of Magel2 WT and null mice treated with either Vehicle or IAA94 (10 mg/kg), n = 4–5 per group. ∗*p* < 0.05 Two-way ANOVA followed by Two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli with 0.05 FDR.

### 3.7 Clic1 ablation had no effect on behavioral tests associated with depression or anxiety

Many previous efforts to develop centrally acting anti-obesity therapeutics have failed due to neuropsychiatric adverse effects including anxiety and depression [55]. Therefore, we tested whether ablation of Clic1 had any overt effects on depression or anxiety-like behavior in mice. Clic1 KO mice performed in a similar way to WT mice in all three behavioral assays, elevated plus maze (Figure 6A and B), marble burying assays (Figure 6C) and forced-swim tests (Figure 6D), suggesting Clic1 ablation had no overt effect on depression, compulsive behavior and anxiety. In addition, we treated a subgroup of mice with IAA94 and further confirmed that Clic1 inhibition had no impact on the forced swim test (Figure 6E), confirming that both genetic ablation and pharmacological inhibition of Clic1 had no measurable impact on behavioral tests associated with depression and anxiety in mice.

**Figure 6:**
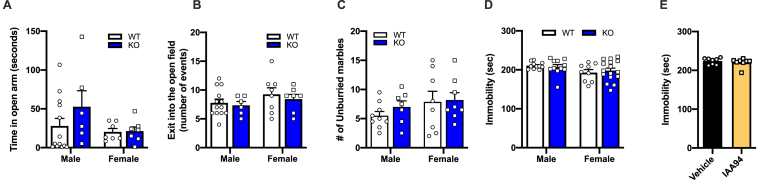
**Clic1 ablation had no effect on behavioral tests associated with depression or anxiety**. **A.** Time spent in open arm in elevated plus maze, **B.** Number of entries to closed arms during elevated plus maze test, (n = 6–13/group) **C.** Number of unburied marbles in marble burying anxiety test (n = 8–9/group). **D**. Time spent immobile in forced swim test in KO and WT mice (n = 9–16/group). **E**. Time spent immobile in forced Swim test in IAA94 (10 mg/kg) and Vehicle treated WT mice, (n = 7–9 per group). ∗*p* < 0.05 two-way ANOVA followed by Two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli with 0.05 FDR.

### 3.8 Clic1 ablation in the hypothalamus

To explore potential hypothalamic molecular mechanisms underlying Clic1 regulation of energy balance, we conducted RNA sequencing from the mouse hypothalamus of normal chow fed WT and Clic1 KO mice (GSE229799). 

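Hypothalamic RNA was sequenced from WT and Clic1 KO mice fed normal chow, 1 library per mouse. The 9 libraries analysed here came from 5 Clic1 KO mice (replicates 2, 4, 6, 8 and 10) and 4 WT mice (replicates 1, 3, 9 and 11). Supplemental Table 1 and Figure 7B also show a WT library whose column matched no sample here, so it was not used. Replicate 10 carries conflicting descriptions. Its sample labels call it WT, whereas Supplemental Table 1 names it with the KO libraries and Figure 7B shows 5 KO columns, so it was placed with the KO mice as in the paper. The labels also give a C57 strain and an adipose tissue protocol, whereas the paper describes Clic1 KO mice on a CD-1 background and hypothalamic RNA.
The authors trimmed the reads, aligned them to GRCm38 with STAR and estimated the reads of each gene with RSEM, which divides reads that match several genes between them. They removed genes with few reads relative to library size (CPM), scaled the libraries by the trimmed mean of M-values (TMM) method and deposited normalized CPM of the remaining genes, all typed as protein-coding in the authors' deposited table. The steps between the lowest CPM values gave estimated totals on these genes of 5.45 to 20.8 M reads per KO library (median 7.55 M) and 7.27 to 11 M per WT library (median 9.8 M). The largest total was that of KO replicate 10. Because RSEM estimates are fractional, only 81.3% to 86.6% of the values up to 2.5 CPM fell within 0.03 reads of a whole read. The totals are therefore approximate. The paper's text does not name a depth.
The paper fitted limma-voom to the counts. Here limma with an intensity trend was fitted to log2(CPM + 0.1), with condition as the only term and Benjamini-Hochberg adjustment over all genes of the table. Fold changes are on this log2(CPM + 0.1) scale, which understates the change of genes with low CPM. For single genes, a two-sided exact permutation test of KO against WT libraries is given beside the fit. The smallest p that 5 against 4 libraries allow is 0.0159.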

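Clic1 was lower in each of the 5 KO libraries than in each of the 4 WT libraries. Its normalized CPM was 1.93, 1.32, 0.733, 1.25 and 1.43 in KO replicates 2, 4, 6, 8 and 10, and 5.52, 4.66, 5.3 and 3.58 in WT replicates 1, 3, 9 and 11. The mean was 1.33 ± 0.429 CPM (SD, n = 5) in KO and 4.77 ± 0.868 CPM (SD, n = 4) in WT mice. The log2 fold change was -1.80 (standard error 0.27, adjusted p = 0.0153 from limma with Benjamini-Hochberg adjustment), and the exact permutation test gave p = 0.0159. Clic1 (ENSMUSG00000007041) lies on the plus strand of chromosome 17 of GRCm38 from 35049966 to 35058749. The difference between the groups was larger than the spread within them, but the call was not held in each subset of mice. Leaving out WT replicate 1, 3 or 9 raised the adjusted p to 0.0893, 0.0826 and 0.0702 in limma, and over the 9 fits that each left out a mouse it ranged from 0.00494 to 0.0893. Signal at Clic1 was not 0 in any KO library.
Across all genes, 41 had an adjusted p under 0.05 in limma, of which 20 were higher and 21 lower in KO mice, and 933 had an unadjusted p under 0.05. With replicate 10 grouped as WT, as its labels say, 5 genes passed the threshold. With KO replicate 10 left out, 87 genes passed, and with WT replicate 1 left out, 18.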

Differential gene expression analysis revealed 38 significantly differentially expressed genes (Adjusted *P* < 0.05), notably including *Clic1* (serving as an internal control) (Figure 7A and B, and Supplemental Tables 1 and 2). These differentially expressed genes represent potential molecular targets downstream of Clic1 that could also be therapeutic targets for modulation of food intake in obesity.

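The genes with the smallest p in limma included H2-T22 (ENSMUSG00000056116), an MHC class I gene on chromosome 17 from 36037128 to 36042747 of GRCm38. Its CPM was 14.5 ± 1.02 (SD, n = 5) in KO and 1.7 ± 0.36 (SD, n = 4) in WT mice, a log2 fold change of 3.03 (standard error 0.16, adjusted p = 1.92e-06 from limma). The neighbouring H2-T23 had a log2 fold change of 2.70 (standard error 0.21, adjusted p = 8.71e-05 from limma). Nmnat2, on chromosome 1, was lower in KO mice, at 193 ± 5.95 CPM (SD, n = 5) against 314 ± 19 CPM (SD, n = 4). Its log2 fold change was -0.70 (standard error 0.06, adjusted p = 0.000168 from limma). Mrs2, on chromosome 13, was lower by a log2 fold change of -0.86 (standard error 0.10, adjusted p = 0.0027 from limma). Its longest transcript matches one of Gpld1 over 2467 nt at 100% identity. The summed CPM of both genes was also lower in KO mice, with a log2 fold change of -0.49 (exact permutation test, p = 0.0159).
Several of the genes with the smallest p share sequence with near-identical copies, between which the read estimates can be divided. Rps18 was higher in KO mice, at 45.6 ± 9.88 CPM (SD, n = 5) against 11 ± 3.36 CPM (SD, n = 4). Gm10260 and Gm11361, whose transcripts match Rps18 at 98.1% and 98.8% identity over 413 and 410 nt, were lower. Gm10260 was at 0 to 0.194 CPM in KO and 20.5 to 34.1 CPM in WT libraries, and Gm11361 at 0 to 0.768 CPM in KO and 11.3 ± 1.39 CPM (SD, n = 4) in WT libraries. The sum of the 3 genes was 45.9 ± 9.89 CPM in KO and 50.1 ± 10.1 CPM in WT mice, a difference within the replicate spread (exact permutation test, p = 0.524). Hspa1a was higher and Hspa1b lower in KO mice, with log2 fold changes of 1.10 and -1.15. Their transcripts match at 99.2% identity, and their sum was 16 ± 3.59 CPM in KO and 14.8 ± 1.82 CPM in WT mice (exact permutation test, p = 0.714). Gm14410, with a log2 fold change of 0.61, and Gm14443, with -2.26, belong to a zinc-finger gene cluster on chromosome 2, where the transcript of Gm14410 matches that of Gm14434 at 98.6% identity. Summed with its copy, Gm14410 was no longer past the threshold (adjusted p = 0.0776 from limma). In the same fit Gm14443 was unchanged, at -2.26 (adjusted p = 8.3e-05 from limma).
Of the 41 genes, 12 lay on chromosome 17, all within 2.51 Mb of Clic1. Besides Clic1 and the genes above, they were Cyp4f16, Cyp4f14, Zfp955b, Rgl2, H2-K1 and Stk19. H2-K1 had a log2 fold change of 1.95 (standard error 0.27), Cyp4f16 of 1.36 (0.22), Cyp4f14 of 1.25 (0.19), Rgl2 of 0.93 (0.12), Zfp955b of 0.44 (0.08) and Stk19 of -0.85 (0.11). As each mouse was left out, Rgl2 and Stk19 were past the threshold in 9 of 9 fits, H2-K1 in 8, Cyp4f14 in 5, Cyp4f16 in 3, Zfp955b in 2 and Hspa1a in 1. Zfp955b matches Zfp955a at 98.4% identity over 2185 nt, and summed with its copy it did not pass (adjusted p = 0.784 from limma). From the list of differentially expressed genes, the paper reasons that they represent potential molecular targets downstream of Clic1.

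**Figure D1:**
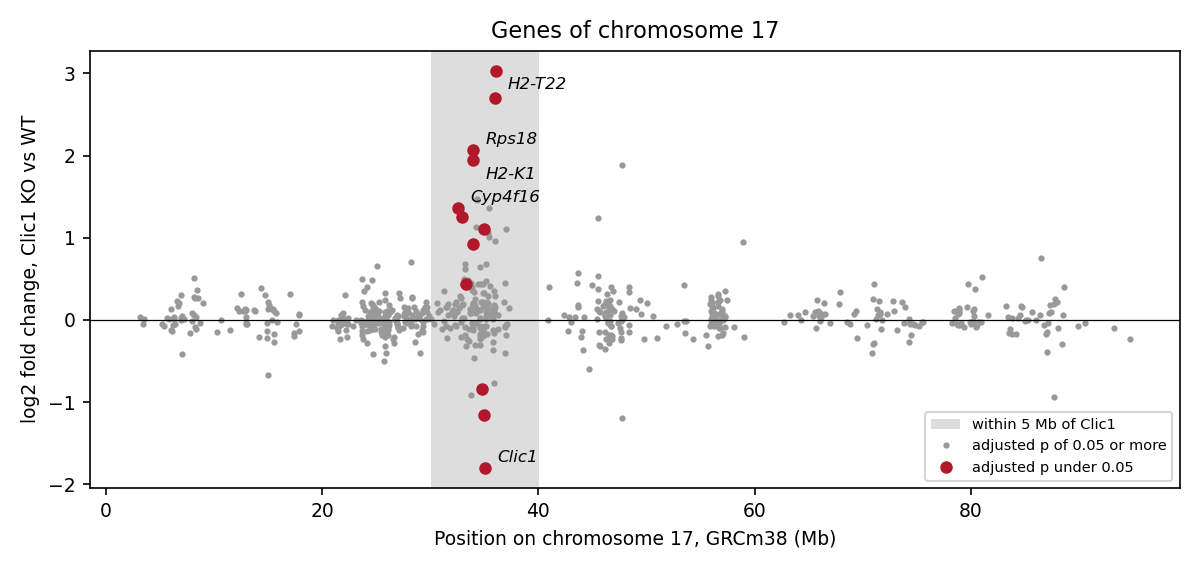
Log2 fold change of KO against WT (y axis) for the genes of chromosome 17 by position on GRCm38 in Mb (x axis). Each point is a gene, red points have an adjusted p under 0.05 in limma, and the grey band covers 5 Mb on either side of Clic1. The 12 red points all lie inside the band, 9 above 0 and 3 below.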

**Figure 7:**
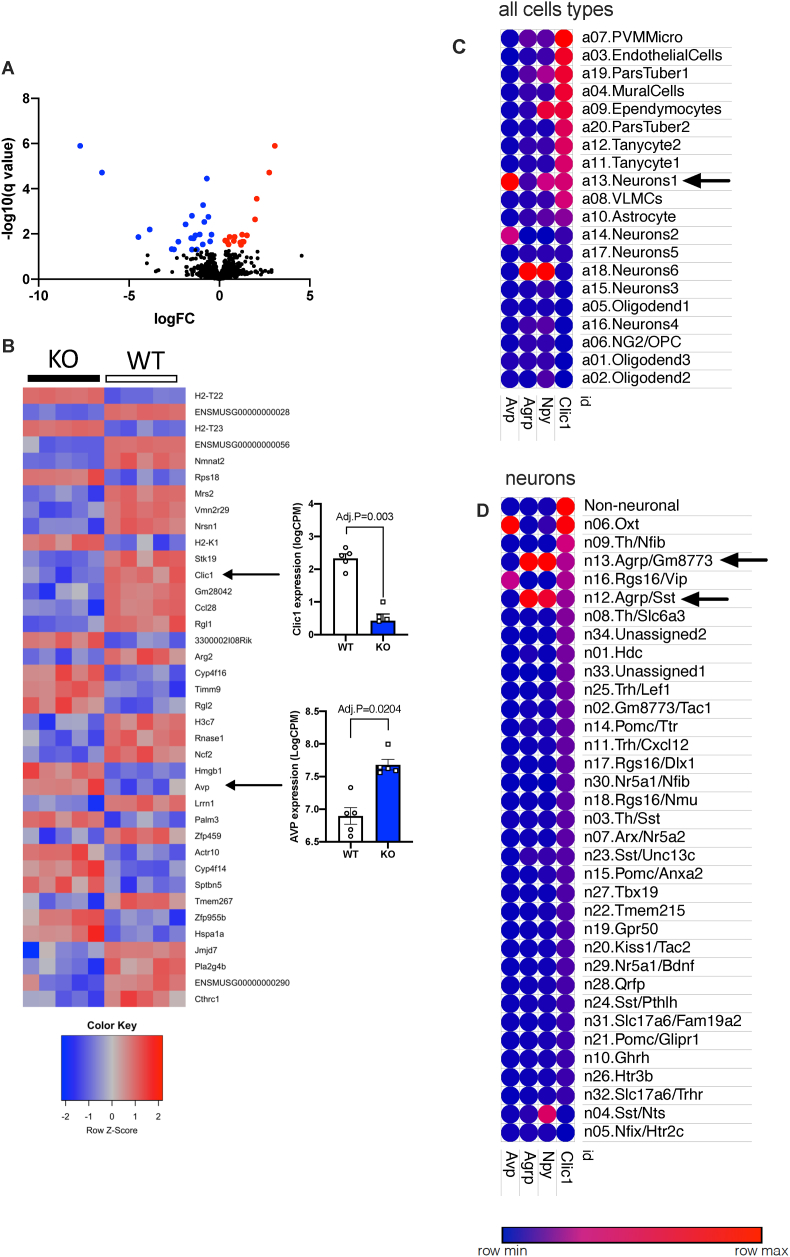
Hypothalamic RNA seq in Clic1 KO and WT mice. **A**. Volcano plot and **B**. Heat map of differentially expressed genes between the hypothalamus of Clic1 WT and KO mice. **C**. All cell-types and **D**. Specific neuronal population co-expression of Clic1 hypothalamic DEGs.

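The 38 genes of Figure 7B and Supplemental Table 2 were followed in the 9 libraries. These libraries are among those the paper used, so the counts describe the same mice and are not independent evidence. All 38 genes had the same direction in the limma fit on log2(CPM + 0.1) as in Supplemental Table 2, and 32 had an adjusted p under 0.05. The other 6 were Rnase1, Sptbn5, Palm3, Pla2g4b, Jmjd7 and Gm21981, with adjusted p between 0.0514 and 0.203 in limma. For 37 of the 38 genes the KO and WT libraries did not overlap. Chance gives no overlap for 1.59% of genes with 5 against 4 libraries, and 3.41% of all genes showed none. Jmjd7, Pla2g4b and Sptbn5 lie beside each other on chromosome 2, and their reads can be divided between overlapping genes. A filter on a mean of at least 5 CPM removed 14 of the 38 genes, Clic1 among them. Of the 24 left, 18 passed the threshold with the filter and 22 without it. Without the filter, leaving out WT replicate 1, 3 or 9 left 14 of the 38 genes past the threshold, and leaving out KO replicate 10 left 35 of the 38.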

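Nrsn1 (ENSMUSG00000048978), which encodes neurensin 1, lies on the minus strand of chromosome 13 of GRCm38 from 25252040 to 25270502. It was lower in KO mice, at 155 ± 14.1 CPM (SD, n = 5), than in WT mice, at 238 ± 9.96 CPM (SD, n = 4). The log2 fold change was -0.62 (standard error 0.07, adjusted p = 0.00342 from limma with Benjamini-Hochberg adjustment). It stayed between -0.65 and -0.57 as each mouse was left out in turn, with an adjusted p under 0.05 in limma in all 9 fits. Nrsn1 lies 0.26 Mb from Mrs2, which was also lower in KO mice.
Lrrn1 (ENSMUSG00000034648), which encodes a leucine-rich repeat neuronal protein, lies on the plus strand of chromosome 6 from 107529768 to 107570214. Its CPM was 88.7 ± 9.91 (SD, n = 5) in KO and 123 ± 5.72 (SD, n = 4) in WT mice. The log2 fold change was -0.48 (standard error 0.09), with an adjusted p of 0.0482 from limma, close to the threshold. Lrrn1 stayed past the threshold in 1 of the 9 fits that each left out a mouse, the fit without KO replicate 10. In the others its adjusted p reached up to 0.193 in limma. KO replicate 10 had the lowest value, 71.6 CPM, against 90.1 to 97.3 CPM in the other KO libraries. In both genes each KO library was below each WT library (exact permutation test, p = 0.0159).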

The RNA seq gene signature include Neurensin 1 (*Nrsn1*) and Leucine rich repeat neuronal 1 *(Lrrn1)* in which polymorphisms in these gene have been linked to changes in food intake [56] and obesity [57]. In addition, we noted significantly higher expression of key appetite regulating hormone Arginine vasopressin (*Avp*) (Figure 7B). 

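Avp (ENSMUSG00000037727) lies on the minus strand of chromosome 2 of GRCm38 from 130580620 to 130582554. Its CPM was 207 ± 27.4 (SD, n = 5) in KO and 111 ± 13.6 (SD, n = 4) in WT mice. The log2 fold change was 0.90 (standard error 0.10, adjusted p = 0.0027 from limma with Benjamini-Hochberg adjustment). KO libraries ranged from 189 to 255 CPM and WT libraries from 96 to 123 CPM, without overlap (exact permutation test, p = 0.0159). KO replicate 10 had the highest value. Without it the log2 fold change was 0.82 (adjusted p = 2.02e-05 from limma), the smallest of the 9 fits that each left out a mouse, whose adjusted p reached up to 0.0195. With replicate 10 grouped as WT it was 0.58 (adjusted p = 0.687 from limma).
Avp was 1 of 24 genes for appetite-regulating peptides and their receptors, 22 of which were measured. Adjusted over the list alone, 1 gene had an adjusted p under 0.05 in limma, and over all genes tested also 1, in both cases Avp. The other listed genes had log2 fold changes between -0.43 and 0.44. Agrp, at 1.74 ± 1.28 CPM (SD, n = 5) in KO and 1.9 ± 0.697 CPM (SD, n = 4) in WT mice, and Npy, at 20 ± 2.8 and 24.5 ± 5.73 CPM, did not differ beyond the replicate spread, with unadjusted p of 0.498 and 0.0941 in limma. Oxt, the peptide gene next to Avp, had a log2 fold change of 0.29 (standard error 0.15, adjusted p = 0.794 from limma).

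**Figure D2:**
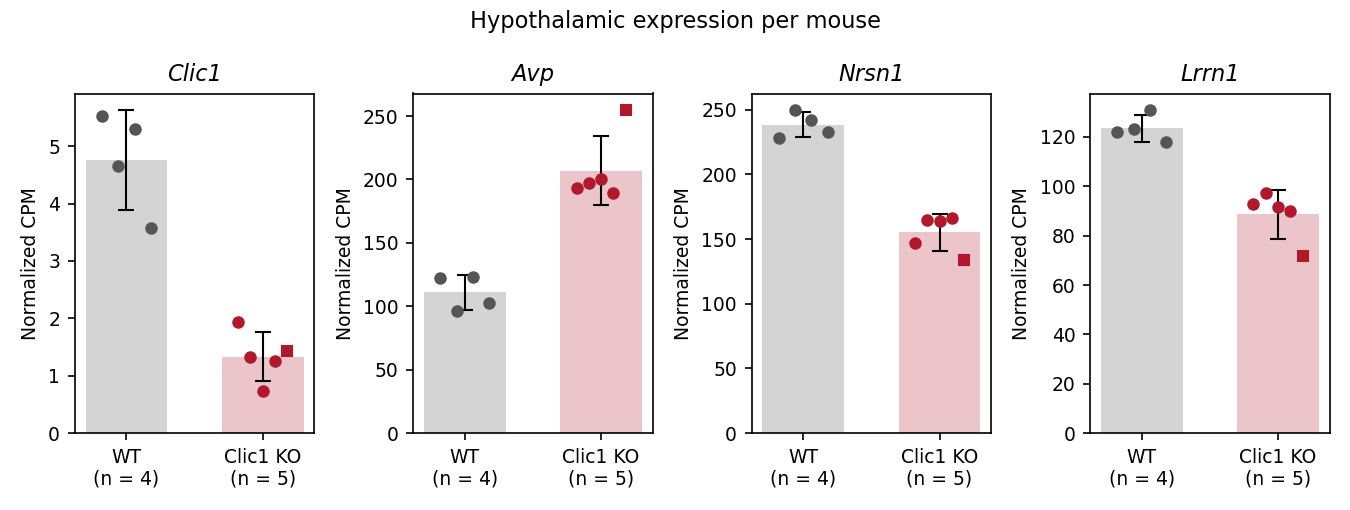
Normalized CPM of Clic1, Avp, Nrsn1 and Lrrn1 per mouse (y axes, starting at 0) in 4 WT and 5 Clic1 KO mice. Bars are means, error bars are SD, points are single mice and the square marks KO replicate 10. The KO and WT points do not overlap for any of the 4 genes.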

Avp is robustly expressed in regions of the hypothalamus that regulated food intake, including the paraventricular hypothalamus (PVH) [58,59] and ARC [60]. Activation of Avp neurons in rats results in reduction in food intake [58] and injection of AVP dose dependently decreases food intake [61]. This association of lower *Clic1* and higher *Avp* suggests Avp may be a key component of Clic1 mediated lowering of food intake.

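The association of Clic1 and Avp is a difference between 2 groups of mice. The 9 libraries fall into a KO group with low Clic1 and high Avp and a WT group with high Clic1 and low Avp, and neither group has 6 mice. For that reason a correlation between Clic1 and Avp was not tested within genotype, which was a choice made here and not a limit of the data. Whether the 2 genes vary together among mice of a genotype stays open, and no pooled value is given. Among KO mice, the library with the highest Avp, replicate 10 at 255 CPM, had 1.43 CPM of Clic1, inside the range of 0.733 to 1.93 CPM of the group. The other Clic genes measured, Clic4, Clic5 and Clic6, had log2 fold changes of 0.02, 0.04 and 0.32, with adjusted p of 0.97, 0.977 and 0.714 in limma. From lower Clic1 and higher Avp in these mice, together with published effects of AVP on feeding, the paper proposes that Avp may take part in the lower food intake that follows loss of Clic1.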

To determine which hypothalamic neurons express *Clic1*, we analyzed single-cell transcriptomic data (GSE93374) [60]. Clic1 is broadly expressed in many cell types but of particular interest is found in a neuronal population (a.13.Neurons.1) that also co-express Npy and Avp (Figure 7C). In addition, *Clic1* is broadly expressed in many non-neuronal cell types (Figure 7C) including perivascular macrophages and microglia (PVMMicro), endothelial cells, mural cells (form part of the blood brain barrier), ependymocytes (glial cell), tanycytes (glial cells that are part of the blood–brain barrier), and vascular and leptomeningeal cells (VLMCS).

We then examined the co-expression of *Clic1, Agrp, Npy* and *Avp* across 34 clusters of molecularly distinct neuronal subtypes (Figure 7D). This analysis confirmed that *Clic1* is found in *Agrp/Npy* expressing neurons (n13.Agrp/Gm8773 as well as n.12 Agrp/Sst). Additionally, *Clic1* is highly expressed in Oxytocin neurons (n.06.Oxt) that also express high levels of *Avp*. These hypothalamic single cell studies confirm that *Clic1* is expressed in neuronal populations that co-express neuropeptides with key roles in appetite regulation, including *Agrp, Npy* and *Avp*.

## 4 Discussion

In these studies, we describe the novel role of hypothalamic expression of *Clic1* in food intake regulation, specifically, overconsumption. Fasting drives an increase in *Clic1* expression in Agrp/Npy neurons. Genetic ablation of *Clic1* in mice results in a significant reduction in food intake and lower body weight compared with WT littermates. Furthermore, pharmacological inhibition of Clic1 results in suppression of food intake and promotes highly efficacious weight loss in obese mice. While IAA94 resulted in 28% reduction in body weight, combination treatment with both liraglutide and IAA94 resulted in an average of 35% weight loss, suggesting improved potential efficacy than many currently available anti-obesity drugs [62]. Clic1 inhibition was also highly efficacious in broader models of food intake including a mouse model of binge eating. This binge eating assay revealed that pretreatment with Clic1 inhibitor prevents the overconsumption of HFD when presented with this highly palatable food for a short period of time. Further detailed studies are needed to investigate the impact of Clic1 inhibition of food motivation and reward. IAA94 treatment also reduced food intake and weight gain in a Magel2 KO mouse model of the genetic condition Prader–Willi syndrome, suggesting additional areas of future clinical benefits of Clic1 inhibition. Many previous efforts to develop centrally acting anti-obesity therapeutics have failed due to neuropsychiatric adverse effects including anxiety and depression [55]. With a view to future translational potential, we studied the effect of Clic1 ablation on behavioral assays and confirmed that Clic1 ablation has no effect on depression or anxiety-like phenotypes in mice. Many of the previously described anti-obesity drugs modulate a number of neurochemical systems (dopamine, serotonin, noradrenaline, endocannabinoid) involved in regulation of mood, cognition and sleep and thus have an elevated risk for widespread neuropsychiatric adverse effects. Therefore, targeting specific regulators of overconsumption, and not targeting fundamental neurochemical systems is likely to reduce the risk of unwanted side effects.

Obesity often develops in response to small changes in food intake over time, and thus, is hard to delineate the underlying mechanisms. The neural circuits that regulate food overconsumption are highly complex and many molecular components of these circuits remain unknown [63]. Utilizing a model of drug-induced hyperphagia, that is applicable to both rodents and humans, enabled us to identify a novel role for Clic1 in the regulation of food intake. Clic1 is a particularly unusual protein as it exists in two forms: a soluble enzymatic form and a membrane-associated ion channel form with a single transmembrane region [14]. Transformation from the predominant glutathione-S transferase (GST)-like structure soluble form [15] to that of an integral membrane protein [16] that is triggered by changes in cellular pH and oxidative stress [17]. Clic1 inhibitor IAA94 prevents the translocation of Clic1 to the membrane-associated ion channel form [21,24]. Chloride ions play an important role in controlling neuronal excitability whereby accumulation of intracellular chloride drives hyperpolarization which leads to neuronal inactivation [64]. However, the strength of inhibition depends on the chloride ion gradient across the membrane. Therefore, increasing intracellular chloride could also decrease the concentration-driven entry of extracellular chloride which can lead to reduced inhibitory postsynaptic potential generated by chloride-permeable GABA receptors [64,65]. Agrp/Npy neurons receive inhibitory GABA inputs from leptin-responsive neurons [66]. Thus, it is possible that in the obese state, elevated levels of the membrane form of Clic1 results in increased concentration of intracellular chloride leading to reduced-inhibition of Agrp/Npy neurons which then drives feeding. Further studies are warranted to investigate the role of Clic1 specifically in Npy/Agrp expressing neurons. Moreover, chronic obesity results in a significant change in subcellular localization of Clic1 with an increased ratio of Clic1 in the membrane in the obese state [67]. It is also likely that the chronic inflammatory state associated with obesity plays a role in stimulating the persistent increase in membranal localization of Clic1. These observations provide a novel therapeutic strategy to block Clic1 translocation as a potential mechanism to reduce food intake and lower body weight.

## 5 Conclusion

These studies identify a novel role for Clic1 in the regulation of food intake and preclinical studies support the further development of Clic1 inhibitors for the treatment of obesity.

## Author contributions

OO, RCZ and MP conceptualized the studies. RCZ, DZ, AL, OO, BSC and MLV performed experiments and analyzed data. DP and HS provided the Clic1 KO mouse model. CAN and DRCF performed RNAseq analysis. OO and RCZ wrote and edited the manuscript.

## Data Availability

Data will be made available on request.

How the deposited data were processed for this re-analysis (not part of the article)

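RNA of the hypothalamus of 5 Clic1 KO and 4 WT mice was measured by RNA sequencing, 1 library per mouse. The authors trimmed the reads, aligned them to GRCm38 with STAR, estimated gene counts with RSEM, removed genes with low CPM and applied TMM normalization with edgeR. The deposited signal is the authors' normalized CPM, in which column sums differ slightly between libraries because of the TMM factors. The normalized values could not be turned back into whole reads for nearly all genes. Of the values up to 2.5 CPM, 81.3% to 86.6% per library were whole multiples of the value of 1 read, within 0.03 reads. The authors also deposited a table of their comparison, with log2 fold changes, moderated scores and p-values from limma-voom, and these values were used only where the text names them as the authors'. The copies of Supplemental Tables 1 and 2 held here were shortened to 1999 of 14351 and 1998 of 14350 rows, and the 38 genes with an adjusted p under 0.05 in Supplemental Table 2 were all among the rows held.

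Libraries were assigned to Clic1 KO or WT from the sample labels, Supplemental Table 1 and Figure 7B. Replicate 10 was placed with the KO mice by the paper, against its labels. For the 12072 genes with a mean of at least 5 CPM, the KO means implied by the authors' deposited table differed from those of the libraries by a median of 0.0103 (log2) with replicate 10 in the KO group and 0.0747 with it in the WT group. There was 1 column of per-library values that matched no sample, and it was not used in any step.

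Values were transformed to log2(CPM + 0.1) and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, condition as the only term), with Benjamini-Hochberg adjustment over 14351 genes and a threshold of 0.05. Exact permutation tests used scipy 1.17.1. The fit was tested on simulated data with 200 changed genes of 14351. It recovered 65% of genes changed by 0.5, 91.5% of genes changed by 1 and 95.5% of genes changed by 2 on the log2 scale. False calls were 6.5%, 5.7% and 5%, and 1 call was made with no gene changed. The simulated means and spread came from the WT libraries only, without an outlying library such as KO replicate 10. Recovery in the real data may therefore be lower. The lists of marker genes, the grouping and the alternatives were fixed before the data were examined, except where named as chosen later. The lists were tested with camera (preset correlation 0.01), with fry beside it. The appetite list held 24 genes, and 15 further lists covered arcuate, magnocellular and suprachiasmatic nuclei, thalamus, striatum, pituitary pars tuberalis, choroid plexus, ependymal cells, endothelium, blood, microglia, oligodendrocytes, astrocytes, immediate early genes and MHC class I genes.

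Gene positions came from GENCODE mouse release 21 (Ensembl 96) on GRCm38, the build of the authors' alignment, and 14346 genes had a position. The number of genes past the threshold within 5 Mb of Clic1, and the number of others with a second such gene within 1 Mb, were compared with 10000 random sets of genes. The position test was tested on planted sets. Near-identical transcripts were found with blastn 2.17.0 on the longest transcript of each gene (at least 95% identity over at least 30% of the shorter transcript). This gave 320 groups of 783 genes.

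The genes named were those in the text of results 3.8 or Figure 7B, the 5 with the smallest p in each direction among those past the threshold, those past the threshold within 5 Mb of Clic1, and members of the reported lists. Alternatives were other pseudocounts, a filter on low values, other scalings, other variance models, sample weights, replicate 10 as WT, leaving out each replicate, limma-voom on estimated counts recovered from the CPM steps, an adjusted p of 0.1, and other windows. Functional enrichment and the single-cell data of the paper were not analysed here. The total reads behind each library differed by several fold, and low genes such as Clic1 have the least precise values.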

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

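The tests on copies of a gene and on the neighbourhoods of single genes were chosen after the values were seen, and so was the count of marker lists in other splits. The tests on KO replicate 10 were set after that library was seen to differ but before their own values were computed.

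A sample far from the others of its group was found in 6 of 46 groups of values tested, against 2.3 expected by chance, and 5 of the 6 were KO replicate 10. This library had the highest Avp among KO libraries (255 CPM against 189 to 200), the lowest Lrrn1 (71.6 against 90.1 to 97.3) and the highest Rps18 (63 against 38.6 to 43.3). Its median Spearman correlation with the other libraries was 0.9743, against 0.9891 for the lowest single pair among the other 8 libraries. Its total was 20.8 M reads, against 5.45 to 7.7 M in the other KO libraries and 7.27 to 11 M in the WT libraries. Depth alone was argued against, since among genes with a mean of at least 50 CPM its deviation from the other KO libraries was 3.99 times that of the next library. GC content and transcript length were argued against too, with a largest Spearman correlation of -0.25 against up to 0.45 in size in the other libraries. A wrong genotype label was argued against by the 87 genes called without this library, for 78.2% of which it lay nearer the KO mean. Its Clic1 was 1.43 CPM. No marker list deviated by over 1 (log2). The largest median deviation was 0.35, in ependymal markers, but 4 of the 15 lists (ependymal, immediate early, striatum and thalamus) lay outside the range of the other 8 libraries, which leaves a smaller difference in the tissue taken open. What sets this library apart was not found. The genes above 50 CPM farthest from the other KO libraries, chosen after their values were seen, included Rpl3 (368 CPM against 82.6 ± 2.6), Rps27a (308 against 98 ± 5.3) and Vamp2 (300 against 885 ± 17.6). RNA quality or library preparation may differ, and the files give no measure of either.

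Gm11361 was 0.768 CPM in KO replicate 2 and 0 to 0.0529 CPM in the other KO libraries. This gene is a near-identical copy of Rps18 and lies near the lowest measurable value, so a few reads divided between copies may give the difference. For the sum of Rps18, Gm10260 and Gm11361, KO and WT mice did not differ (exact permutation test, p = 0.524), as reads that move between copies would give. The sum of Hspa1a and Hspa1b did not differ either (p = 0.714, exact permutation test). A strain variant in one copy that changes which copy the reads match best is a candidate explanation for both, and was not tested at the sequence level. A change in each gene in opposite directions stays open.

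Genes past the threshold here that are not among the 38 of the paper were Gm6356 (log2 fold change 2.13), Gm14403 (1.24), Cd59a (1.00), Gm14410 (0.61), Gm2026 (0.50), Gm14434 (0.44), Hspa1b (-1.15), Gm14393 (-1.47) and Gm14443 (-2.26). Their adjusted p in the authors' deposited table was between 0.0605 and 0.45. Each kept its direction as each mouse was left out, but not each stayed past the threshold. Gm14410, Gm14443 and Hspa1b were past it in 9 of 9 fits, Gm2026 in 8 and Gm14393 in 7. Gm6356 and Gm14403 were past it in 4, and Cd59a and Gm14434 in 2. Of these, Gm14393, Gm14443, Gm14434 and Gm2026 lie within 1 Mb of one another on chromosome 2, with Gm14410 and Gm14403 further along. Zinc-finger genes of this kind share sequence. After near-identical transcripts were summed, the genes past the threshold still clustered outside the Clic1 region (share of random sets 0.0001, the smallest they can give). Reads shared between near-identical transcripts are thus argued against as the whole cause of the clusters. The sums do not cover reads shared between less similar copies. A haplotype that differs between the KO and WT mice may explain them. No genotype data were analysed.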

How the results depend on the processing

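The sums of near-identical transcripts and some of the fit alternatives of the position tests and of the marker lists were chosen after seeing the data. Of 347 comparisons for 17 other genes followed one by one, 299 kept their direction and their side of the threshold. Another 48 kept the direction but were no longer past it, and none reversed. These comparisons leave out the sums for genes with a near-identical copy. Summed, Rps18, Gm10260 and Gm11361 (adjusted p = 0.9 from limma), Hspa1a and Hspa1b (0.929), Zfp955b (0.784) and Gm14410 (0.0776) did not pass. The sums with Rps18 (log2 fold change -0.13) and Hspa1b (0.09) were opposite in sign to those genes alone, whereas Mrs2 with Gpld1 stayed lower (-0.49).

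The count of 41 genes became 27 with genes of a mean of at least 5 CPM, 135 with sample weights and 5 with replicate 10 grouped as WT. The filter removed some of the 41 genes. Others were still tested but no longer passed, among them Lrrn1 (adjusted p = 0.059 from limma) and Zfp955b (0.0539). The cause of that loss was not tested. The count ranged from 18 to 87 across the 9 fits that each left out a mouse, with 87 without KO replicate 10, the highest, and 18 without WT replicate 1. The balance of directions moved too. The share higher in KO mice was 48.8% of the 41 genes, 32% without KO replicate 8 and 60.7% with sample weights. Of the 41 genes, 15 were past the threshold in all 9 of these fits. The 135 genes with sample weights included all 41, as did the 87 without KO replicate 10, while the 5 genes with replicate 10 as WT included 1. The weight given to KO replicate 10 was 0.13. An adjusted p of 0.1 gave 55 genes. The other alternatives gave 36 to 48 genes, apart from 29 without a trend in the variance and 29 after summing near-identical transcripts, 26 of them among the 41.

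With replicate 10 grouped as WT, Clic1 (log2 fold change -1.51, adjusted p = 0.501 from limma, against 0.00112 to 0.021 under the alternatives that kept all mice in their groups), Avp (0.58), Nrsn1 (-0.40) and Lrrn1 (-0.25) were no longer past the threshold, 0 of the paper's 38 genes passed although all 38 kept their direction, 0 genes of the appetite list passed, 3 marker lists passed against 6, and 0 genes lay near Clic1 and 0 in other clusters. That library then mixes into the WT group and widens its spread.

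Clic1 ranged from -1.94 to -1.62 as each mouse was left out, Lrrn1 from -0.52 to -0.41. Clic1 had no value under the filter on low CPM, which removed it. Lrrn1 was -0.48 with the filter, quantile normalization, no trend in the variance or near-identical transcripts summed, -0.49 with the same total in each library and -0.50 with limma-voom on estimated counts, and no longer past the threshold in any of these 6. Over the alternatives that kept all mice in their groups its adjusted p ranged from 0.000581 to 0.149 (limma). The cause was not tested.

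Of the 38 genes of the paper, 24 were left by the filter on low CPM and 18 of these passed. Without the filter, 14 to 35 of the 38 passed as each mouse was left out (14 without WT replicate 1, 3 or 9, and 35 without KO replicate 10). The appetite list gave 5 genes with sample weights (Avp, Oxt, Nts, Tac1 and Bdnf) and 2 without KO replicate 10 (Avp and Bdnf), from 1 to 2 over the fits that left out a mouse. Under fry, 1 marker list passed against 6 under camera. Position tests gave the same side of the threshold under each other alternative.

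The count models edgeR and DESeq2 were not run, because whole reads were not recovered. No paired analysis was possible because the groups share no replicate numbers. The scalings moved the median of all genes by at most -0.0071 (log2). Total reads of 5.45 to 20.8 M per library limit genes near 1 CPM, such as Clic1 in KO mice.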

Differences from the paper's values

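The paper shows a WT library that was not used here, so the libraries differ as well as the fits. The share of that library in the differences below was not tested. The paper's adjusted p of Clic1 in Supplemental Table 2 is 0.00377, against 0.0153 here from limma on log2(CPM + 0.1). Of the alternatives set before the data were examined, leaving out KO replicate 10 gave 0.00494, within 1.5 times the paper's value, and none of the others that tested Clic1 did, limma-voom on recovered estimated counts included (0.0101).

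The paper's adjusted p of Avp is 0.0204, against 0.0027 here. No trend in the variance gave 0.021, and leaving out WT replicate 3 or 11 gave 0.0195 and 0.0159. The other alternatives set before the data were examined did not come within 1.5 times the paper's value. Both genes had the same direction in the paper and here. The paper's log2 fold changes of the 38 genes and those found here differed by at most 0.42, and none by more than the replicate SD.

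The paper lists 6 genes that were not past the threshold here. Rnase1 passed with a pseudocount of 0.5 or 1, quantile normalization, robust variance, sample weights, limma-voom on estimated counts, and without KO replicate 2 or 10. Sptbn5 passed with a pseudocount of 0.5 or 1, robust variance, sample weights and without KO replicate 10. Palm3 passed with a pseudocount of 1, no trend in the variance and sample weights. Jmjd7 passed with a pseudocount of 0.5 or 1 and sample weights. Pla2g4b passed with a pseudocount of 1, sample weights and without KO replicate 10. Gm21981 passed without KO replicate 2. Pla2g4b and Jmjd7, summed with near-identical transcripts, also passed with the same value (adjusted p = 0.0011 from limma), an alternative chosen after seeing the values. Gm28042, another of the 38 genes and lower here (log2 fold change -3.48), overlaps both on chromosome 2. The summed value is therefore not separate support for either gene. An adjusted p of 0.1 in place of 0.05 also admits Rnase1, Sptbn5, Palm3 and Pla2g4b.

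Figure 7B labels 3 rows of its heat map with Ensembl identifiers. These identifiers belong to Cdc45, Narf and Itgb2, with log2 fold changes here of 0.08, 0.02 and -0.42 and adjusted p of 0.974, 0.977 and 0.829 in limma. They stand in rows 2, 4 and 37 of the deposited normalized table. At ranks 2, 4 and 37 Supplemental Table 2 lists Gm10260, Gm11361 and Gm21981, which carry no symbol there.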

Other observations

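The tests of near-identical copies by sequence and of the neighbourhoods of single genes were chosen after the values were seen, and so was the count of marker lists in other splits. The appetite list split test was set after the list's result was known but before its count. For the dissection test of Avp, the reading as undecided was settled after its value was seen.

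Splitting the 9 libraries into 5 and 4 in 100 ways, the real one included, gave as many as 41 genes past the threshold in 1 of the 100 splits, the real one. The most in another split was 5, and 95 of the splits gave 0. The count of 41 depended on single mice, at 18 without WT replicate 1 and 87 without KO replicate 10.

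Of the 41 genes, 11 besides Clic1 lay within 5 Mb of it, against a mean of 0.432 in 10000 random sets of genes (share of sets 0.0001, the smallest they can give). The 38 genes of the paper gave 10, with the same share. As each mouse was left out the count ranged from 6 (without WT replicate 3) to 15 (without KO replicate 10), with a share of 0.0001 in each fit. With replicate 10 grouped as WT it was 0 among 5 genes. A hypothesis is that KO mice carry DNA of the donor strain around the knocked-out gene, so that nearby genes differ by strain and not through loss of Clic1. After near-identical transcripts (at least 95% identity) were summed there was also an excess (7 genes, share 0.0001). That argues against reads shared between such transcripts as its whole cause. H2-T22, H2-T23, H2-K1, Cyp4f14 and Cyp4f16 kept log2 fold changes of 3.03, 2.70, 1.95, 1.25 and 1.36 after the sums. Reads shared between less similar members of these families were not tested. The position test does not separate strain DNA from a local effect of the deletion, and littermate controls do not remove linked DNA.

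Outside this region, 15 of 29 genes had another within 1 Mb, against a mean of 1.3 in random sets (share 0.0001). As each mouse was left out the number ranged from 4 (without WT replicate 1, share 0.002) to 41 (without KO replicate 10), with shares of 0.0001 to 0.002, and with replicate 10 grouped as WT it was 0. In the fit to all 9 libraries they included Actr10 and Timm9 on chromosome 12, Mrs2 with Nrsn1 and Tmem267 with Ccl28 on chromosome 13, and the zinc-finger genes on chromosome 2. There was also an excess without multi-copy gene families (9 of 16 genes, share 0.0001) and after summing near-identical transcripts (11 of 21 genes, share 0.0001). Haplotypes that differ between the KO and WT mice away from Clic1 may explain it, as could happen in an outbred stock such as the CD-1 of the paper. Local co-regulation was not tested.

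Around Nrsn1, 12 of 62 genes within 5 Mb had an unadjusted p under 0.05 in limma, more than around 96.8% of genes, so a haplotype that differs between the groups may contribute to lower Nrsn1. Around Clic1 the same value was 99.3%. Around Avp, 4 of 94 genes did (percentile 35.1), and around Lrrn1 0 of 15 (percentile 0.0). A variant that acts on Avp or Lrrn1 alone cannot be told apart from an effect of Clic1 by these values, since such a variant needs no other changed gene nearby.

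Higher Avp was not due to KO replicate 10 alone (adjusted p = 2.02e-05 from limma without it, and from 7.63e-06 to 0.021 over the alternatives apart from regrouping and left-out mice). A dissection that took more of the magnocellular or suprachiasmatic nuclei would raise their other markers. Without Avp, the adjusted p in camera was 0.216 in the suprachiasmatic list (8 genes) and 0.656 in the magnocellular list (11 genes). With so few genes in the lists, such a dissection cannot be told apart from no change. Oxt, a magnocellular marker, had a log2 fold change of 0.29 against 0.90 for Avp. Any 1 gene of the appetite list past the threshold, adjusted over the list alone, was found in 11 of 100 splits, the real one included. Of the other splits, 22 moved 1 KO mouse, with or without 1 WT mouse, and so held much of the real contrast, and 5 of these gave as many. Of the 77 that mixed the groups further, 5 did.

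Under camera 6 of the 15 marker lists had an adjusted p under 0.05, and 3 of 100 splits gave as many, the real one included. MHC class I genes were higher in KO mice (median log2 fold change 0.98, 9 of 10 genes, adjusted p = 6.46e-12), and this list alone passed under fry (0.00336). The list holds 3 of the 38 genes of the paper, H2-K1, H2-T22 and H2-T23, which all lie within 5 Mb of Clic1. The other H2 genes measured on chromosome 17 lie in that window too. The result therefore overlaps the excess of genes near Clic1 and is not separate evidence. The preset correlation of 0.01 in camera does not allow for such linkage. Immediate early genes were lower (median -0.34, 11 of 11 genes, adjusted p = 2.85e-05 under camera and 0.121 under fry). Pituitary pars tuberalis genes were lower (0.00257), endothelial genes higher (0.00581), oligodendrocyte genes lower (0.0116) and suprachiasmatic genes higher (0.0116, with Avp among them). The other lists did not pass, with adjusted p of 0.0637 in blood (1 gene measured, so no test of a list), 0.166 in microglia, 0.176 in magnocellular, 0.255 in ependymal, 0.259 in arcuate and in astrocyte, 0.556 in striatum, and 0.656 in choroid plexus and in thalamus genes. Oligodendrocyte genes did not pass without KO replicate 4 (0.0602), KO replicate 6 (0.0516), WT replicate 3 (0.0523) or WT replicate 11 (0.165), and suprachiasmatic genes did not without KO replicate 4 (0.0784) or 6 (0.0503). Of the lists that did not pass, magnocellular genes passed without KO replicate 10 (0.0496) or WT replicate 11 (0.0483). That list also holds Avp, and in all 9 libraries its median log2 fold change was 0.01, with 6 genes higher and 6 lower. Microglia genes passed without WT replicate 11 (0.0364), and blood without KO replicate 2 (0.0379) or WT replicate 11 (0.0344). Of the lists, 7 arcuate, 4 magnocellular, 3 suprachiasmatic, 2 choroid plexus, 1 immediate early and 1 thalamus genes are also in another list. No biological explanation was tested.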
